A study of Homo sapiens with 192 samples.

How the data were processed

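Single-cell libraries of polyadenylated RNA were made with STRT-seq, a method that reads tags from the 5' end of transcripts, per the labels' protocols. The cells were BJ fibroblasts carrying lentiviruses for the 4 reprogramming factors, kept in medium with 10% serum, replated at 50000 cells on day 5, moved to medium with 20% serum replacement, and stained on day 8 with BDD2-C8 at 0.05 micromole before sorting, per the labels. The deposited table holds 1 FPKM value per gene and cell for 27628 genes and 192 cells, made by the authors with STAR and Cuffnorm on the human build hg19, per the submitters' processing notes. Tool versions, the annotation, the scaling method and the handling of molecular identifiers are not given in the sources used here. FPKM divides by gene length, which the number of 5' tags of a transcript does not scale with. Ratios were therefore taken between gates for the same gene. The sum over metallothionein genes weights each member by that scaling. The thresholds on FPKM, the pseudocount, the matching of random lists on mean expression and the cell scores also act on length-scaled levels. Reads that fit several near-identical genes, such as metallothioneins, TDGF1 and its pseudogene copies, keratins and ribosomal proteins, are uncertain because their treatment is not given.

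Gates were taken from the labels. The numbers in the titles name cells, and no culture, plate or batch is given, so each gate was 1 sample and no p-value, standard error or count of changed genes was made. No 2 cells held identical values. Cells with fewer than 1000 genes at an FPKM of at least 1 were left out (1 positive, 2 negative). The number of detected genes stands in for depth, which is unknown, and medians of total FPKM were 757522 in positive and 729627 in negative cells. The symbols RNR1 and RNR2, which may stand for mitochondrial ribosomal RNAs but were not settled, held a median of 4.36% and 3.87% of FPKM. Of the gene symbols, 25633 matched current reference names (RefSeq on GRCh38) and 1057 more matched older names; that annotation was used only for names and the order of neighbouring genes, and no coordinates are given because the builds differ. In 8964 genes every cell was listed at 0. Levels of XIST and Y-linked genes were not used.

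For each gene, the arithmetic mean FPKM over kept cells was taken per gate, and the log2 ratio of means was computed with a pseudocount of 1, together with the share of cells at an FPKM of at least 1 and its exact 95% Clopper-Pearson interval, which covers counting of cells only. The single genes named were, among 4132 with a mean FPKM of at least 10 in the higher gate, detection in at least 20% of that gate's cells and a difference of mean log values of the same sign, the 12 with the highest and the 12 with the lowest log2 ratio and the 6 per direction with the largest difference in share; up to 4 members per list with the largest absolute ratio were also named, and NANOG, LIN28A, DPPA4, CDH1 and EPCAM whatever their value. A list member that the rule selects is not reported here. For 23 gene lists, the median log2 ratio over members with a mean FPKM of at least 1 in either gate was set against 10000 random lists of the same size matched on mean expression in 50 bins. The list of mitochondrially encoded genes had no member under the symbols sought and gave no value, which left 22 lists.

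The cell filter, gene lists, naming rule, pseudocount, comparison with random lists and most alternatives were fixed before the data were examined. Chosen afterwards, with values from the planned settings already seen, were the reading of a list as outside the central 95% of random lists, the number of bins, the tolerance of 1.5-fold for a moved value, the reading of a single gene's change of sign only where its absolute log2 ratio was at least 1, the rule of at least 3 of 7 markers, the correlation of list scores over cells, the metallothionein family list, the matching of cells within 2% of genes detected, the test that leaves out the 2 highest cells only in the gate with the higher mean of a gene, and the setting that leaves out members listed at 0 in a gate. The steps were tested on simulated data of 11027 genes in gates of these sizes. The direction was recovered for all of 36 genes raised 4-fold, 22 raised 2-fold, 20 lowered to 0.5 and 18 lowered to 0.25 of their level. These genes had a simulated mean FPKM of at least 10 in a gate. A list raised 2-fold was called, and 6 of 100 unchanged lists fell outside the central 95%. Whether that rate holds for real lists, whose members may vary together over cells, was not tested.

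Alternatives were pseudocounts of 0.1 and 10, no filter on low means or a mean FPKM of at least 5, all cells or those with at least 2000 genes, the difference of mean log2(FPKM + 1), each cell rescaled to the same total, cells matched on genes detected within 10% or 2%, the 2 highest cells per gene and gate left out, each list without its member of largest ratio, and detection at an FPKM above 0 or of at least 5. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.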

Results

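Transcripts of single human cells were measured at day 8 of reprogramming. BJ fibroblasts, an established line of human skin fibroblasts, had received the factors OCT4 (gene POU5F1), SOX2, KLF4 and MYC on lentiviruses. On day 8 the fluorescent dye BDD2-C8 was added, and cells were sorted by its intensity into a positive and a negative gate of 96 cells each. After 3 of the 192 cells with few detected genes had been left out, 95 positive and 94 negative cells remained. Genes at an FPKM (read level scaled by gene length and library) of at least 1 numbered 5540 in the median positive cell (quartiles 4704.5 and 6223.5, range 1119 to 7421) and 6204.5 in the median negative cell (quartiles 5189.25 and 6809.5, range 1544 to 7943). Read depth per cell is unknown, since the values carry no counts. The labels name no separate cultures, so each gate was 1 sample without replicates, no test between gates was made, and differences are given as sizes. Intervals on shares of cells are exact 95% Clopper-Pearson intervals and cover counting error only.

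**Figure D1:**
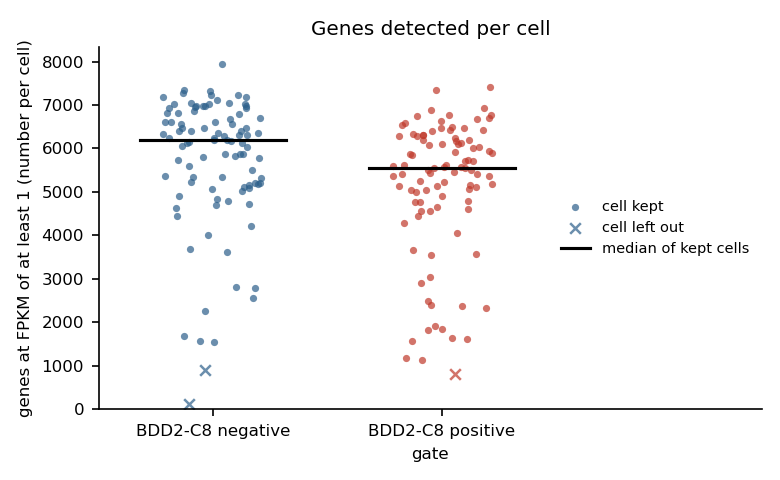
Number of genes at an FPKM of at least 1 (vertical axis) in each cell of the negative and positive gates (horizontal axis); each point is a cell, crosses mark the 3 cells left out and the line is the median of kept cells. The medians were 6204.5 genes in negative and 5540 genes in positive cells, and the spreads of the gates overlapped.

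The comparison of the gates asks which transcripts differed between reprogramming cells of high and low dye signal. Positive cells had higher mean levels of pluripotency genes, with TDGF1, a co-receptor for Nodal, at a mean FPKM of 69.1 against 2.26 in negative cells. They had lower levels of fibroblast genes, with LUM, a collagen-binding proteoglycan, at 2.16 against 145. Replication genes were also higher in the positive gate (CDC6, a replication licensing factor, at 56.1 against 13.8), and secreted inflammatory factors were lower (IL1B, a cytokine, at 31.8 against 469). Of 22 gene lists fixed before the data were examined, 11 had a median log2 ratio outside the central 95% of 10000 random lists matched on expression. The median log2 ratio of all 11747 genes with a mean FPKM of at least 1 in either gate was -0.04, with ratios taken on mean FPKM plus 1, a scale that understates the change of low genes.

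Of the delivered factors, SOX2 differed most between the gates. Its mean FPKM was 39.2 in positive and 11.5 in negative cells (log2 ratio 1.69), and it was detected in 84.2% (75.3 to 90.9) and 59.6% (49 to 69.6) of them. MYC was at 492 and 395 (log2 ratio 0.32) and KLF4 at 6.77 and 7.76 (-0.17). Whether reads from the viruses enter these levels was not tested, so the levels may stem from the viruses, the cells' own genes or both. POU5F1 was listed at 0 in 191 of the 192 cells, as were widely used genes of the same stretch of chromosome such as TUBB and FLOT1 in every cell, so its level is not known from these values.

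Among single genes, the highest log2 ratio was that of MT1G (5.68), a metal-binding metallothionein, with a mean FPKM of 193 in positive and 2.79 in negative cells. It was detected in 54.7% of positive cells (44.2 to 65) and 8.51% of negative cells (3.75 to 16.1), and how reads of the near-identical MT1 genes were divided among them is not known. C9orf135 followed (58.1 against 0.835, log2 ratio 5.01), and then LEFTY2 and TDGF1, LINC00678 (24.7 against 0.392), MIR205HG, the host transcript of a microRNA (44.4 against 1.64), HPGD, an enzyme that inactivates prostaglandins (66 against 3.78), and GDF3. SERPINB9, an inhibitor of granzyme B (log2 ratio 3.77), ESRG, CD177 (3.66) and the aldo-keto reductase AKR1C2 (3.61) completed the 12 highest ratios. By the difference of mean log values each of the 12 was smaller, from 1.30 for LINC00678 to 3.42 for MT1G. C9orf135 was then at 1.99 and LEFTY2 at 1.69. The largest gains in share of cells were those of HPGD (71.6% against 18.1%), L1TD1 (90.5% against 40.4%), PHKA1 (70.5% against 21.3%), CD83 (95.8% against 46.8%), SYT6 (83.2% against 36.2%) and TDGF1.

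At the other end, LUM had a log2 ratio of -5.53 and was detected in 4.21% of positive cells (1.16 to 10.4) and 72.3% of negative cells (62.2 to 81.1). RPSAP52, a pseudogene transcript, was listed at 0 in every positive cell and had a mean FPKM of 37.6 in negative cells, 27.7% of which held it. The collagenase MMP1 (log2 ratio -5.01), PAMR1 (-4.33), the tetraspanin CD82 (-4.18), LPXN (-3.86), the stress-response gene NUPR1 (-3.84), IL1B (-3.84), NTM (-3.73), FN1 (-3.73), the cytokine gene IL6 (-3.63) and STEAP1 (-3.62) were the others of the 12 lowest. By the difference of mean log values MMP1 was at -2.22, RPSAP52 at -1.87 and STEAP1 at -1.73. IL1B (-6.02), FN1 (-4.85), CD82 (-4.21) and LPXN (-3.89) were then no smaller in size, and the others of the 12 were smaller. The log2 ratio of NUPR1 rested in part on few cells. It was -1.08 by the difference of mean log values and -2.83 with the 2 highest cells per gene and gate left out. Without those cells the log2 ratio of IL1B, detected in 10 positive cells, moved to -6.38 and the log2 ratio of IL6, detected in 6, to -5.31. The largest losses in share were those of FAP (4.21% of positive against 78.7% of negative cells), IL1B (10.5% against 81.9%), LUM, LTBP2 (17.9% against 83%), CD82 (6.32% against 71.3%) and NTM (2.11% against 66%).

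**Figure D2:**
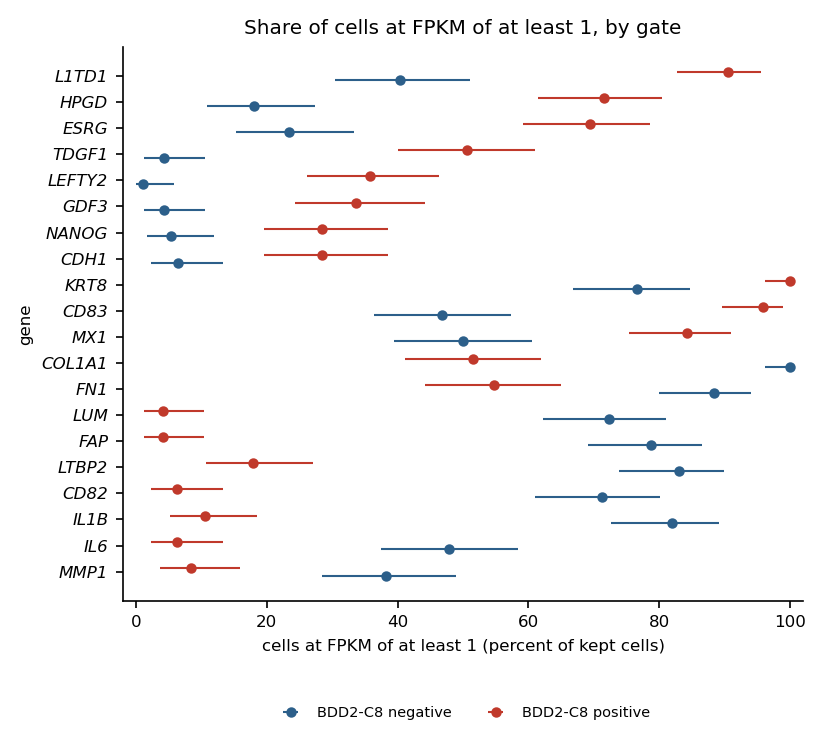
Percent of kept cells at an FPKM of at least 1 (horizontal axis) for named genes (vertical axis) in the negative (blue) and positive (red) gate; bars are exact 95% Clopper-Pearson intervals, which cover counting error only. L1TD1 was detected in 90.5% of positive and 40.4% of negative cells, and LUM in 4.21% and 72.3%.

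All 17 measured members of the pluripotency network had the higher mean in the positive gate. Their median log2 ratio of 1.43 lay above all 10000 random lists. By the difference of mean log values 16 of the 17 were higher. With the 2 highest cells left out only in the gate with the higher mean, 15 were higher and 2 lower. Members with a mean FPKM under 1 in negative cells, such as NANOG, LIN28A, LEFTY2 and SALL4, could enter only by being higher in positive cells. LEFTY2, a Nodal inhibitor, was at 23.3 against 0.123 and in 35.8% against 1.06% of cells. GDF3, a ligand of the TGF-beta family, was at 100.3 against 6.43, and ESRG, a long non-coding RNA of embryonic stem cells, at 66.7 against 4.3. GDF3 was detected in 33.7% of positive and TDGF1 in 50.5%, and each in 4 negative cells, so that leaving out the 2 highest cells per gene and gate raised their log2 ratios largely by construction (5.54 for TDGF1 and 5.55 for GDF3). NANOG, a core pluripotency factor, reached a mean FPKM of 5.91 against 0.777 and was detected in 28.4% of positive cells (19.6 to 38.6) and 5.32% of negative cells (1.75 to 12). LIN28A was detected in 13.7% of positive cells (7.49 to 22.3) and listed at 0 in every negative cell (upper bound 3.85%), and DPPA4 in 2.11% and likewise in none. The list median was 0.54 with a pseudocount of 10 and 2.32 with one of 0.1, so its size depended on how low values were treated.

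Of the 33 fibroblast and mesenchymal genes, 30 had the lower mean in the positive gate, and the median log2 ratio of -1.70 lay below all 10000 random lists. Next to LUM and FAP, a membrane protease of activated fibroblasts, fibronectin (FN1) was at 27.2 against 372, and the type I collagen gene COL1A1 at 31.3 against 365 and in 51.6% against 100% of cells. The 3 members not lower, named after their values were seen, were POSTN (144 against 32.4), THY1 (345 against 327) and TWIST2 (23.6 against 23.2), of which TWIST2 was lower by the difference of mean log values (-0.58) and with cells rescaled to the same total (-0.18). Contractile genes and targets of SRF or YAP had a median of -0.39 (13 of 20 lower, above 0.35% of random lists). The matrix protein gene THBS1 was at 66.1 against 507 and ACTA2, smooth muscle actin, at 4.53 against 16.5, while ANKRD1 was higher (24.9 against 6.37). By the difference of mean log values the contractile list had a median of -0.53 with 16 of 20 lower. It then lay inside the random range, above 6.48% of random lists.

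Epithelial genes divided, with 15 of 23 higher in the positive gate and a median log2 ratio of 0.32 (above 97.9% of random lists). The keratin gene KRT8 was at 1259 against 335 and in every positive cell against 76.6% of negative cells. SPINT2, a protease inhibitor, was at 69.3 against 17.7, RAB25 at 14.5 against 1.79, and CDH1, the epithelial cadherin, at 5.79 against 0.861 (28.4% against 6.38% of cells). RAB25 was detected in 13 positive and 5 negative cells, and its log2 ratio of 2.47 was 0.49 by the difference of mean log values. EPCAM, an epithelial adhesion molecule, differed little (3.68 against 2.75; 17.9% against 14.9% of cells). The list was inside the random range with cells matched on genes detected (0.24, above 94.6% of random lists).

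**Figure D3:**
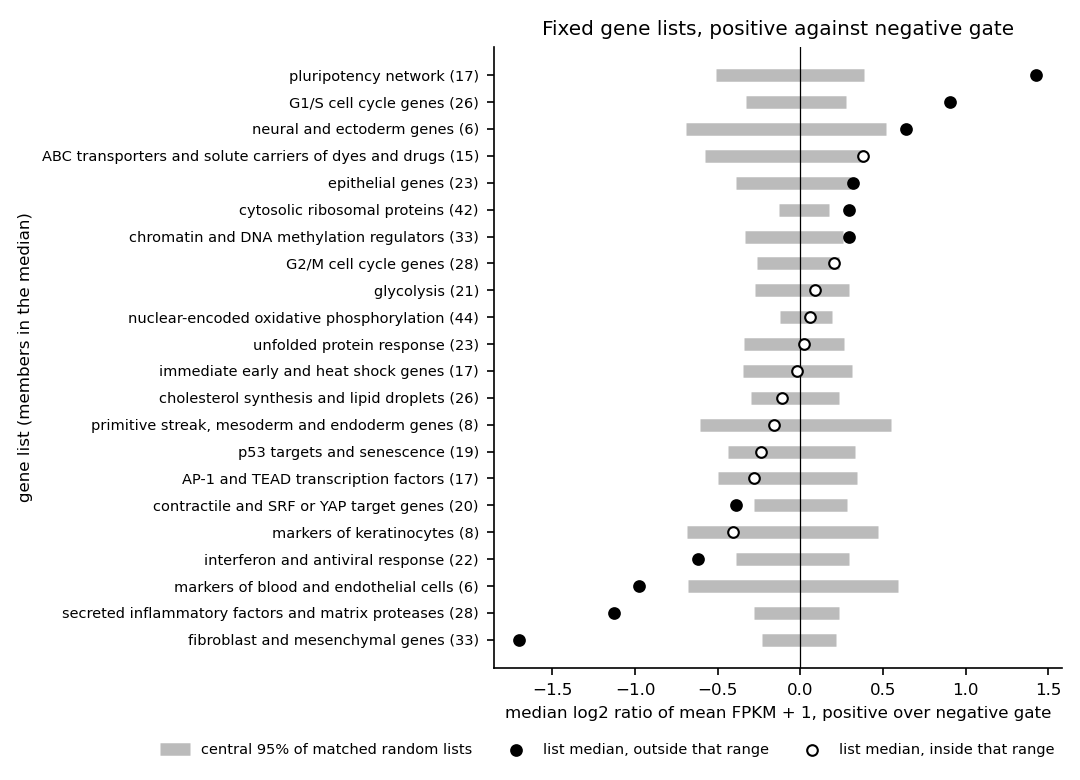
Median log2 ratio of mean FPKM plus 1, positive over negative gate (horizontal axis), of the 22 fixed gene lists with measured members (vertical axis, members in parentheses); grey bars span the central 95% of 10000 random lists matched on expression, and filled points lie outside their bar. The pluripotency network stood highest at 1.43 and the fibroblast list lowest at -1.70.

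Cell cycle genes of the G1/S transition were higher in the positive gate in all 26 cases, with a median log2 ratio of 0.90 above all 10000 random lists, and in 25 of 26 cases with cells rescaled to the same total or by the difference of mean log values. CDC6 was detected in 66.3% against 37.2% of cells, the licensing factor CDT1 was at 6.93 against 1.77, the helicase subunit MCM2 at 11.3 against 3.88 and GINS2 at 58.2 against 23.6. Of the 28 G2/M genes 21 were higher, with a median of 0.20 inside the random range (above 95.8% of random lists). CDK1, the mitotic kinase, was at 106 against 20.3, UBE2C at 99.9 against 31.6, cyclin A2 (CCNA2) at 9.57 against 3.05 and TOP2A at 56.3 against 26.6. Leaving out the 2 highest cells per gene and gate brought the G2/M list outside the random range (0.25). It was also outside with cells of at least 2000 genes and by the difference of mean log values (0.40, with 22 of 28 higher). Under the other alternatives the G2/M list stayed inside.

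Ribosomal protein genes were higher in 41 of 42 cases by a small amount, with a median log2 ratio of 0.29 (above 99.9% of random lists), and in 32 of 42 cases by the difference of mean log values. RPS23 was at 725 against 472, RPL24 at 2446 against 1648, RPS3 at 3276 against 2234 and RPS20 at 2765 against 1893, and the lower member, named after its value was seen, was RPS14 (log2 ratio -0.08, and 0.20 with cells matched within 2% on genes detected). Chromatin and DNA methylation regulators had 25 of 33 members higher, with a median of 0.29 (above 98.7% of random lists). KDM1A, a histone demethylase, was at 136 against 42.2, HELLS, a remodeller that promotes DNA methylation, at 19.9 against 5.66, KDM2B at 8.84 against 2.42 and the DNA methyltransferase gene DNMT3A at 4.51 against 1.14. With members limited to a mean FPKM of at least 5, the chromatin list again had a median of 0.29 but lay inside the random range.

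Secreted inflammatory factors and matrix proteases were lower in the positive gate in 24 of 28 cases, with a median log2 ratio of -1.13 below all 10000 random lists. IL1B and MMP1 led the list, IL6 was at 4.89 against 71.9 and in 6.32% against 47.9% of cells, and the chemokine gene CCL7 at 0.124 against 9.26, although in few cells of either gate (1.05% and 6.38%). The 4 higher members, named after their values were seen, were CXCL5 (log2 ratio 0.89), SERPINE2 (0.29), MMP10 (0.25) and IGFBP3 (0.07), and of these MMP10 alone was also higher by the difference of mean log values (0.15). The list median ranged from -2.78 with members of a mean FPKM of at least 5 to -0.41 with a pseudocount of 10, and was below all random lists in both.

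Interferon and antiviral genes were lower in 19 of 22 cases, with a median log2 ratio of -0.62 (above 0.05% of random lists). They were lower in 20 of 22 cases by the difference of mean log values. With cells matched within 2% on genes detected, 15 of 22 were lower. PSMB8 and PSMB9 had a mean FPKM of 0 in both gates and did not enter the list median. IFI6 was at 2.7 against 25.5, IFI44 at 1.46 against 12.3 and IFIT3 at 5.85 against 33.9, its log2 ratio being -2.35, or -1.60 with the 2 highest cells left out. MX1, an antiviral GTPase, went the other way, at 138 against 30.1 and in 84.2% (75.3 to 90.9) against 50% (39.5 to 60.5) of cells, and the other 2 higher members, named after their values were seen, were IFI27 (log2 ratio 1.60) and IFITM1 (0.35), the latter lower by the difference of mean log values (-0.60).

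Stress-related lists lay inside the random range with all kept cells and a pseudocount of 1, but not under every alternative. For p53 targets and senescence genes the median log2 ratio was -0.24 with 15 of 19 lower, among them the cell cycle inhibitor CDKN2B (0.188 against 3.56), GDF15 (6.73 against 14.3), XPC (6.41 against 12.9) and TP53I3 (11.7 against 21.7). The 4 higher members, named after their values were seen, were MDM2, PHLDA3, ZMAT3 and BTG2, each of them lower under at least 1 other scaling or choice of cells by 0.14 at most. BTG2 was higher under the others, up to 1.01 with cells matched within 2%. GDF15 was detected in 26.3% and 28.7% of cells, and the log2 ratio of GDF15 was -0.99, but -0.61 with the 2 highest cells left out and -0.23 by the difference of mean log values. AP-1 and TEAD factors had a median of -0.28 with 10 of 17 lower, including FOS (36.4 against 77.6), FOSB (9.03 against 21.3) and JUNB (0.958 against 4.05), and BATF3 was higher (3.07 against 0.935). The p53 list lay outside the random range with cells matched within 10% on genes detected (-0.46) and with the 2 highest cells left out (-0.56). AP-1 and TEAD factors lay outside it under both matchings, the difference of mean log values, cells of at least 2000 genes, a mean FPKM of at least 5 and the 2 highest cells left out (-0.81 to -0.49), and by the difference of mean log values 13 of 17 were lower. BATF3 was detected in 8 positive and 5 negative cells, and its ratio was 0.45 without the 2 highest cells. Immediate early and heat shock genes had a median of -0.02 over members that went both ways, and of -0.27 by the difference of mean log values. HSPA1A, HSPA1B, IER3 and EGR3 had a mean FPKM under 1 in both gates and did not enter. Whether values of these genes were lost like those around POU5F1 was not tested. EGR2 (0.284 against 11.7), EGR1 (3.52 against 14) and DUSP1 (22.8 against 73.2) were lower, and the mitochondrial chaperonin HSPE1 was higher (959 against 400). The unfolded protein response list had a median of 0.02 and a mean of -0.17, with 12 of 23 higher. With cells rescaled to the same total 14 of 23 were lower. By the difference of mean log values the median was -0.17, with 17 of 23 lower. DDIT3 (17.1 against 92.1), CHAC1 (1.16 against 9.45) and DDIT4 (0.73 against 3.17) were lower and SDF2L1 was higher (6.72 against 2.45). SDF2L1 was detected in 21 positive and 14 negative cells, and its log2 ratio of 1.16 was 0.26 by the difference of mean log values. CHAC1 was detected in 8 positive and 17 negative cells and DDIT4 in 9 and 13. DDIT3 was detected in 29.5% and 43.6% of cells, and the log2 ratio of DDIT3 was -2.36, but -1.39 with the 2 highest cells left out and -1.04 by the difference of mean log values.

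Metabolic and transporter lists also lay inside the random range with all kept cells and a pseudocount of 1. Glycolysis genes had a median log2 ratio of 0.09 with 12 of 21 higher, where the glucose transporters SLC2A3 (104 against 23.7) and SLC2A1 (212 against 100.2) and PFKM (56.8 against 30.9) were higher and the lactate transporter SLC16A3 lower (0.365 against 1.51). Nuclear-encoded genes of oxidative phosphorylation had a median of 0.06 with 23 of 44 higher, with ATP5G3 (358 against 209), NDUFB10 (66.6 against 43.1) and SDHC (10.9 against 6.8) above and SDHA (24.2 against 39.5) below. By the difference of mean log values the medians of both lists were negative, at -0.08 and -0.34, and 10 of the 44 oxidative phosphorylation genes were then higher. With cells matched within 10% and 2%, 28 and 29 of the 44 were higher. Cholesterol synthesis and lipid droplet genes had a median of -0.11 with 14 of 26 lower. By the difference of mean log values it was -0.38 with 20 of 26 lower, and it was -0.32 and outside the random range with cells matched within 2%. PLIN2, a lipid droplet coat protein, was at 188 against 359 and MSMO1 at 92 against 162, whereas DHCR7 was at 50.3 against 28.4. MVK was at 8.95 against 3.27 but was detected in fewer positive cells (8.42% against 24.5%), and its ratio changed sign when the 2 highest cells were left out (-0.69). Transporters of dyes and drugs had a median of 0.38 (9 of 15 higher, above 97.0% of random lists, inside the random range), with SLC47A1 at 4.36 against 0.587 and ABCA1 at 1.78 against 0.487, and with SLC22A4 (0.454 against 2.4) and the multidrug exporter ABCG2 (0.28 against 1.4) lower. SLC47A1 was detected in 15 positive and 4 negative cells and SLC22A4 in 4 and 11. ABCG2 was detected in 3 positive and 5 negative cells, and its log2 ratio of -0.90 was -0.14 with the 2 highest cells left out. The transporter list lay outside the random range with all cells (0.39) and with cells of at least 2000 genes (0.46), and with members limited to a mean FPKM of at least 5 its median was -0.55 over 5 genes.

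Markers of other lineages were mostly near the floor. Primitive streak, mesoderm and endoderm genes had 8 measured members, 4 in each direction, and a median log2 ratio of -0.16, with MSX1 (8.69 against 42.6), FOXF1 (2.33 against 6.46) and BMP4 (7.47 against 16.9) lower and GATA2 higher (10.9 against 4.91). The list lay inside the random range, but outside it with members limited to a mean FPKM of at least 5, which leaves fewer. Neural and ectoderm genes had a median of 0.64 over 6 members (above 99% of random lists). MAP2 (10.7 against 3.32), TUBB3 (49.3 against 24.8) and NES (26.8 against 15.1) were higher and PAX3 lower (0.334 against 2.33, in 5 and 12 cells). NES was detected in fewer positive than negative cells (83.2% against 89.4%). The log2 ratio of NES was 0.79, but 0.22 by the difference of mean log values. The neural list was inside the random range with cells matched on genes detected (0.44). Keratinocyte markers had a median of -0.41 over 8 members, inside the random range. FLG (2.94 against 11.2), KRT16 (6.12 against 17.4, in 9 and 15 cells) and KRT10 (1.77 against 5.78) were lower and SFN higher (6.74 against 2.81), and the matched cells gave a median of -1.02 outside the range. Blood and endothelial markers had a median of -0.97 over 6 members (above 0.53% of random lists). CD68, a lysosomal protein, led them at 5.0 against 46.4 and in 18.9% against 79.8% of cells. The haemoglobin genes HBA2 (26.6 against 54.2) and HBA1 (0.549 against 2.83) came from few cells and HBA2 turned to a log2 ratio of 0.51 without the 2 highest of them, LYZ was higher (1.87 against 0.00793) and was at an FPKM of at least 1 in 3 positive cells and no negative cell, and the median turned to 0.0078 by the difference of mean log values.

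Some cells of the positive gate held both pluripotency and fibroblast markers. At least 3 of 7 pluripotency markers (NANOG, LIN28A, DPPA4, TDGF1, DNMT3B, SALL4 and L1TD1) were detected in 48 of 95 positive cells (50.5%, 40.1 to 60.9) and in 4 of 94 negative cells (4.26%, 1.17 to 10.5). At least 3 of 7 fibroblast markers (COL1A1, COL1A2, COL3A1, THY1, DCN, LUM and PDGFRB) were detected in 79 positive cells (83.2%, 74.1 to 90.1) and in all 94 negative cells, with a median of 3 markers per positive and 6 per negative cell. In positive cells these were mostly THY1 (92 cells), COL1A2 (88) and COL3A1 (77), then COL1A1 (49), PDGFRB (16), DCN (6) and LUM (4). THY1 was not lower in the positive gate (345 against 327). COL1A2 counted as detected although its mean was 146 against 1032. The counts thus depend on the markers chosen and on the threshold. Both the pluripotency and the fibroblast condition held in 41 positive cells (43.2%, 33 to 53.7) and in 4 negative cells. Independence would give 39.9 positive cells, but with the fibroblast condition met by most cells this count could hardly depart from it. At least 3 of 7 epithelial markers (CDH1, EPCAM, KRT8, KRT18, KRT19, CLDN4 and ESRP1) were detected in 72 positive cells (75.8%, 65.9 to 84) and 38 negative cells (40.4%, 30.4 to 51). The pluripotency score of a cell, the mean log2(FPKM + 1) over the list, had a median of 0.97 in positive cells (quartiles 0.69 and 1.38) and 0.38 in negative cells (0.22 and 0.57), and the fibroblast score 2.88 (2.42 and 3.44) and 4.97 (4.04 and 5.60). Within each gate, cells with higher pluripotency scores tended to have lower fibroblast scores, with Spearman correlations of -0.27 over positive and -0.30 over negative cells.

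**Figure D4:**
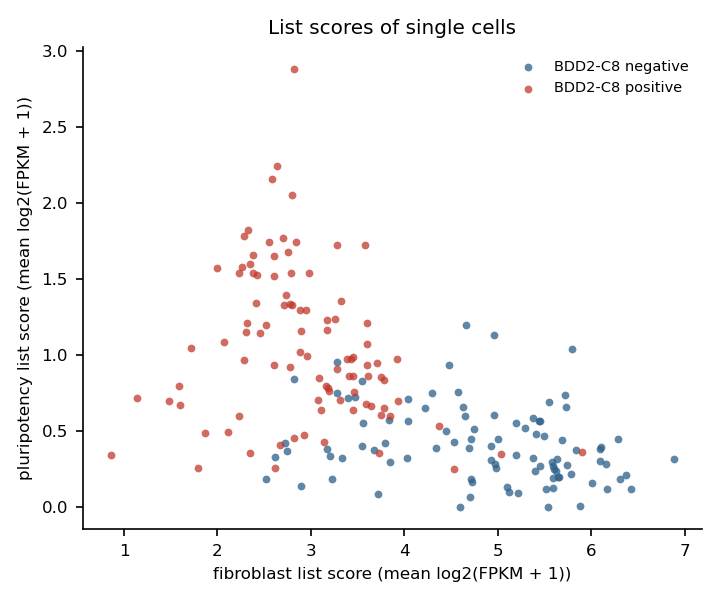
Fibroblast list score (horizontal axis) and pluripotency list score (vertical axis) of each kept cell, both as mean log2(FPKM + 1), for the positive (red) and negative (blue) gate. Median pluripotency scores were 0.97 in positive and 0.38 in negative cells, median fibroblast scores were 2.88 and 4.97, and the gates overlapped.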

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

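No test was run, so a list is read here as inside or outside the central 95% of random lists. The 2% matching and the setting without members listed at 0 were chosen after seeing the data; the others were planned. Directions of the medians of the pluripotency network (0.54 to 2.55), fibroblast and mesenchymal genes (-1.98 to -0.96), secreted inflammatory factors and matrix proteases (-2.78 to -0.41), G1/S cell cycle genes (0.61 to 1.0), cytosolic ribosomal proteins (0.17 to 0.42) and the interferon and antiviral response (-1.14 to -0.27), and their place outside the random range, held under every setting run. No paired analysis was possible because the numbers in the titles name cells and no test was run. Of 278 list medians under alternatives, metallothioneins included, 228 kept their place and stayed within 1.5-fold. A small change of sign inside the random range counted as kept. By the difference of mean log values this held for oxidative phosphorylation (0.06 to -0.34), glycolysis (0.09 to -0.08) and unfolded protein response genes (0.02 to -0.17). Of 1008 log2 ratios of named genes, 786 stayed within 1.5-fold, but unevenly over settings. With a pseudocount of 10, 45 stayed and 67 moved. By the difference of mean log values 46 stayed, 65 moved and 1 changed sign. With cells rescaled to the same total all 112 stayed. The median of all genes moved from -0.04 to -0.16 with the difference of mean log values, -0.13 with the 2 highest cells left out and -0.11 with rescaling; percentiles of lists were taken within each setting and so are relative to that shift. Depth is unknown, and for genes at low FPKM a share of cells cannot separate absence from a missed transcript.

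With a pseudocount of 0.1 the medians were 2.32 for the pluripotency network and -1.97 for secreted inflammatory factors and matrix proteases. With a pseudocount of 10 they were 0.54 for pluripotency, -0.96 for fibroblast and mesenchymal genes, -0.41 for inflammatory, -0.26 for markers of blood and endothelial cells and 0.10 for epithelial genes, the last inside the random range. With a mean FPKM of at least 5, which leaves fewer members, they were 2.55 (pluripotency), 0.96 (epithelial), -2.78 (inflammatory), -0.68 (AP-1 and TEAD, outside), -0.83 (primitive streak, outside), 0.29 (chromatin, inside) and -0.55 (transporters, inside). With no filter, neural genes were at 0.0012 and blood and endothelial markers at -0.030, both inside. With all cells the transporters were at 0.39, and with cells of at least 2000 genes at 0.46, both outside; the latter also gave 0.26 for G2/M and -0.62 for AP-1 and TEAD genes, outside, and 0.51 for neural genes, inside.

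By the difference of mean log values the medians were 0.84 (pluripotency network), 0.40 (G2/M, outside), -0.62 (AP-1 and TEAD, outside), -0.53 (contractile, inside), 0.11 (neural, inside) and 0.0078 (blood and endothelial, changed in sign). Matching cells within 10% gave 0.24 (epithelial, inside), 0.44 (neural, inside), and outside the range -0.46 (p53), -0.49 (AP-1 and TEAD) and -1.02 (keratinocyte). Matching within 2% gave 0.19 (epithelial, inside), 0.36 (neural, inside), -1.71 (secreted inflammatory factors and matrix proteases), and outside the range -0.64 (AP-1 and TEAD), -0.32 (cholesterol) and -1.0 (keratinocyte). Leaving out the 2 highest cells gave 1.17 (epithelial), -1.89 (inflammatory), -0.50 (blood and endothelial, inside), and outside the range 0.25 (G2/M), -0.56 (p53), -0.81 (AP-1 and TEAD) and -1.07 (keratinocyte). Without the member of largest ratio, the epithelial median was 0.29 and the neural 0.49, both inside. Without LIN28A, listed at 0 in negative cells, the pluripotency median was 1.41. The ratio of MVK turned negative with cells of at least 2000 genes (-1.25), the difference of mean log values (-0.42), cells matched within 10% (-1.12) and 2% (-0.93) and the 2 highest cells left out (-0.69). Except where fewer members remained, the cause was not tested. Of 64 shares of cells under alternatives, the 2 that left their interval were those of KLF4 with detection at an FPKM of at least 5 (36.8% and 41.5%).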

Other observations

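The tests of the POU5F1 neighbourhood, the summed metallothioneins with and without MT1X, the 2% matching and the leaving out of cells only in the gate with the higher mean were chosen after the related values had been seen; the others had been set down before their results.

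Metallothioneins, small metal-binding proteins, stood apart as a family picked after MT1G had been seen. Of 9 members with a mean FPKM of at least 1, 8 were higher in the positive gate, with a median log2 ratio of 1.46. The size of this median depended on the pseudocount, moving by more than 1.5-fold with 0.1 and with 10. MT1X was at 4323 against 529 and in 96.8% against 87.2% of cells, MT1F at 48.9 against 6.91, MT1H at 44.6 against 10.5 and MT1E at 502 against 301. MT2A was lower in the positive gate (2853 against 3399; log2 ratio -0.25), but by -0.36 to -0.0036 over the other scalings and choices of cells, nearest to 0 with cells matched within 2%.

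Reads passed between near-identical metallothionein genes could raise some members at the cost of others without a change in the family. The summed mean FPKM of the family was 1.88 times as high in the positive gate (7994 against 4259; 1.73 to 2.16 over the other scalings and choices of cells), which argues against such exchange for MT1X, the gene that carried the gain over all kept cells. Without MT1X the sums were 3671 and 3731, a ratio of 0.984, but MT2A made up 91.1% of the negative sum, so exchange of reads stays open for the other members, as do the gene lengths behind the sums. With the 2 highest cells left out only in the gate with the higher mean of each gene the family median fell from 1.46 to 0.56, still outside the random range with 7 of 9 members higher, so a few extreme cells stay open as a source of its size though they left a shift; leaving them out in both gates (2.12) decided nothing, as 5 members were detected in 6 to 9 negative cells. As a hypothesis, cells of the positive gate may carry more MT1X transcript, with a plate or batch difference open and no biological explanation beyond the gate tested; a probe specific to MT1X in separate sorts would be needed to decide it.

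Lower fibroblast levels in the positive gate could stem from the smaller number of genes detected per positive cell. Within each gate both scores rose with genes detected. The Spearman correlations over positive and negative cells were 0.44 and 0.14 for the fibroblast score and 0.21 and 0.42 for the pluripotency score. On the log scale of these scores, fewer genes detected would thus tend to lower pluripotency levels as well, not raise them. With 87 pairs of cells matched within 10% the fibroblast and pluripotency list medians were -1.60 and 1.43, but medians of 5605 and 6135 genes still differed. With 68 pairs matched within 2% (5922.5 and 5947.5 genes) the list medians were -1.68 and 1.27, outside the random range. The fibroblast value argues against detection as the whole cause of that loss. For the pluripotency gain the matching decided nothing. The scores gave no sign that fewer genes detected would raise it, but their effect on mean FPKM was not tested. Leaving out the 2 highest cells only in the gate with the higher mean of each gene, which can only shrink a difference or turn it, gave -1.52 and 1.31, outside the random range, which argues against a few extreme cells; leaving them out in both gates (-1.98 and 1.86) decided nothing, as it empties the lower gate of genes seen in few cells. Plate, chip or library batch cannot be told apart from the gate, because each gate was 1 set of cells and the labels name no batch. A difference in reprogramming state between cells of high and low dye signal remains a hypothesis, and separate sorts with known plates and the fate of sorted cells in culture would be needed to decide it.

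POU5F1 was listed at 0 in 191 of 192 cells. It had been delivered by virus, but whether 5' tags of a viral transcript would be credited to the gene was not tested. Of its 40 nearest measured protein-coding genes 97.5% had a mean FPKM under 1, against a median of 45% over 17330 such windows; the window lay above 98.98% of them, just short of the 99% set as the bound, so this test did not decide, although 163 of 165 consecutive measured genes from ZSCAN31 to ZBTB9 around it, a run delimited by these values, were also under 1. KANSL1 and PLEKHM1, widely used genes of another hg19 region with alternate haplotype sequence, were at an FPKM of at least 1 in 1.59% and 0% of cells, consistent with values lost where hg19 holds such sequence. Reads credited to copies stay open, as POU5F1B and POU5F1P4 were each detected in 10.6% of cells. TUBB, FLOT1, BAG6 and TAP1 were at 0 in every cell while HLA-B was detected in 26.5% and CLIC1 in 15.9%, so the loss over the region may have been partial, and no biological explanation was tested.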
